A study of Homo sapiens with 6 samples.

How the data were processed

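RNA was sequenced from K562 cells, an established human chronic myeloid leukaemia line, in 6 libraries that fell into 3 groups of 2 by their labels. One group carried a control guide RNA and was labelled wild type, and the other groups carried guide sgRNA1 or guide sgRNA2 against ZNF410 and were labelled ZNF410 knockout. Per the labels' protocols, total RNA was extracted with a column kit and made into libraries with an Illumina RNA-seq kit. The strand setting of the libraries, the aligner, the genome build and the quantification software were not stated.

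Each library came with 2 tables. The first held whole-number counts per gene symbol as deposited, for 26485 symbols plus 5 rows of reads that were given to no gene. Those 5 row names are the ones htseq-count writes, but the counter was not named. These rows held 61.6% to 62.6% of each table's total. As shares of the same total, reads outside any counted feature were 44.6% to 46.9%, reads with several alignments 6.54% to 7.47%, reads of low alignment quality 4.32% to 5.08%, unaligned reads 2.69% to 4.50% and ambiguous reads 0.87% to 0.96%. All 5 rows stayed out of library sizes and tests. The second table held, per the file headers, an estimated (expected) count, a TPM and an FPKM per gene for 28069 genes, with RefSeq transcript identifiers. The FPKM and TPM values were normalized by the authors for gene length and library size, per the file headers. TPM values entered no test. The symbols in both tables numbered 25137.

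The deposited counts summed to 8788816 to 9537470 over genes per library, and the estimated counts to 17228254 to 18689560. The whole-number total was 50.4% to 51.6% of the estimated total in each library, and the median ratio over tested genes was 0.553. Because the strand setting of the counting was not stated, genes that overlap another gene or lie antisense to one are uncertain in these tables, as are near-identical copies such as HBG1 and HBG2 or HBA1 and HBA2.

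Counts were tested with edgeR 4.0.16 in R 4.3.3, with the quasi-likelihood F-test, TMM scaling and filterByExpr by group, which left 12282 genes. The contrasts of each guide with the control, and of sgRNA2 with sgRNA1, came from a fit of 3 group means to all 6 libraries. The contrast of knockout with wild type came from a fit of 4 against 2 libraries by genotype. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the log2 fold change divided by the square root of F. The designs, the 4 gene lists, the rule for named genes and the first set of other settings below were set before the data were examined, and the main design had no block for the replicate number.

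The groups shared replicate numbers 1 and 2, so pairing was checked. Deviations from the group means of libraries with the same number correlated across 9966 genes with a mean of at least 50 counts, at r = 0.811, 0.757 and 0.824 for the 3 pairs of groups. The first principal component, with 72.2% of the variance, separated the numbers. The labels do not say what a number stands for, so the pairing comes from the data alone. The numbers were taken to pair the libraries, and values of the fit with a replicate block, named beforehand as another setting, are given beside the main ones. The common dispersion was 0.0585 without the block and 0.00381 with it, which is a biological coefficient of variation of 24.2% and 6.17%. The block left 2 residual degrees of freedom and the main design 3. Replicates were checked for duplicate deposits, and the chi-square per degree of freedom between replicates of a group lay between 23.8 and 28.5, far from the value near 1 of a repeated library.

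The procedure was tested on simulated counts for the 12282 genes, with 200 genes changed. With the replicate effect and the spread of the blocked fit, the blocked test recovered 97% of 2-fold changes in the sgRNA1 contrast, 96.5% in the sgRNA2 contrast and 98.5% in the genotype contrast. Of its calls there, 14.2%, 14.2% and 12.1% were false, above the nominal level. For calls with both guides 95% were recovered and 3.06% of the calls were false. The fit without block recovered 0% with each guide and 38.5% in the genotype contrast on the same simulated counts. At 1.5-fold the blocked recovery was 75%, 72% and 83.5% in the sgRNA1, sgRNA2 and genotype contrasts, with 19.4%, 11.1% and 10.7% of the calls false. Unchanged groups were also simulated 100 times against the same control means, without and with the block, since both guides share their control libraries.

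The first set of other settings comprised DESeq2 1.42.0 size factors within edgeR, upper-quartile scaling, no filter beyond 1 count, a mean of at least 50 counts, the DESeq2 Wald test, limma 3.58.1 (trend) on log2(FPKM + 1) for genes with a mean FPKM of at least 0.5, a pseudocount of 0.1, no FPKM filter, an absolute log2 fold change of at least 1, the replicate block, fits of only the 4 libraries compared, the average of the 2 guide contrasts, a different control library for each guide in the correlation between guides, fry and an estimated correlation for the gene lists, and leaving out each library. Chosen after seeing the data were the edgeR test on estimated counts rounded to whole numbers, combinations of the block with the other settings, offsets for trends with GC content and transcript length, and pairings of each guide library with the control of its own number. A fold change from FPKM is on the log2(FPKM + pseudocount) scale, which understates changes of low genes.

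Gene lists for globin genes, NuRD subunits, SWI/SNF subunits and interferon-stimulated genes were tested with limma's camera (preset correlation 0.01) on log2 CPM for each guide, adjusted over 8 tests. A list of 20 erythroid genes without globins was written after gene-level values of the blocked fit had been looked at, globins among them. It left out CA1, HEMGN and BLVRB because their values had been seen, and its own test came after it was written. The cut-offs by which each explanation in the closing section was judged were set after that look as well. Chromosomes came from GENCODE 29 by symbol for 23836 symbols and from the NCBI gene table of assembly GRCh38.p14 by older or alternative symbol for 1492, with 1157 unmatched. Because the authors' build was not stated, only chromosome names and the order of genes along chromosome 14 were used and no coordinates are printed. Random gene sets were drawn 10000 times within 20 bins of mean expression.

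Named genes were ZNF410, CHD4, HBG1, HBG2, HBE1, HBZ, HBA1 and HBA2, the 6 largest rises and 6 largest falls of knockout against wild type among genes called with each guide and by genotype in the same direction with a mean of at least 1 CPM and all 4 knockout libraries on the same side of both controls, and the 3 largest rises and falls between the guides without overlap. No gene passed the last 2 parts of this rule without the block, so they were applied to the blocked fit, a choice made after seeing the data. HBB was added after its values were seen.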

Results

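The data were RNA-seq profiles of K562 cells, an erythroleukaemic line that expresses embryonic and fetal globin genes, in which the zinc-finger transcription factor ZNF410 was targeted by CRISPR. The study asked how ZNF410 regulates gene expression. The control guide, sgRNA1 and sgRNA2 had 2 libraries each, numbered replicate 1 and replicate 2. Total gene counts in the control libraries were 8788816 and 9441884. They were 9168749 and 9537470 with sgRNA1, and 9279447 and 9055156 with sgRNA2. Between 14987 and 15375 genes had at least 1 count in a library, and the 10 most abundant genes took 4.95% to 5.65% of the counts.

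Libraries separated by replicate number before they separated by guide. Log2 CPM of libraries with the same number in different groups correlated across 9966 genes at r = 0.985 to 0.993, against 0.952 to 0.959 for the replicates of each group. In a fit with guide and number, 5529 of 12282 genes (45.0%) had an edgeR adjusted p under 0.05 between replicate 2 and replicate 1. Of these, 2647 were higher and 2882 lower in replicate 2, and 920 changed at least 2-fold, 236 higher and 684 lower. Both numbers held libraries of every group, and the comparisons are given without and with the replicate number as a block.

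**Figure D1:**
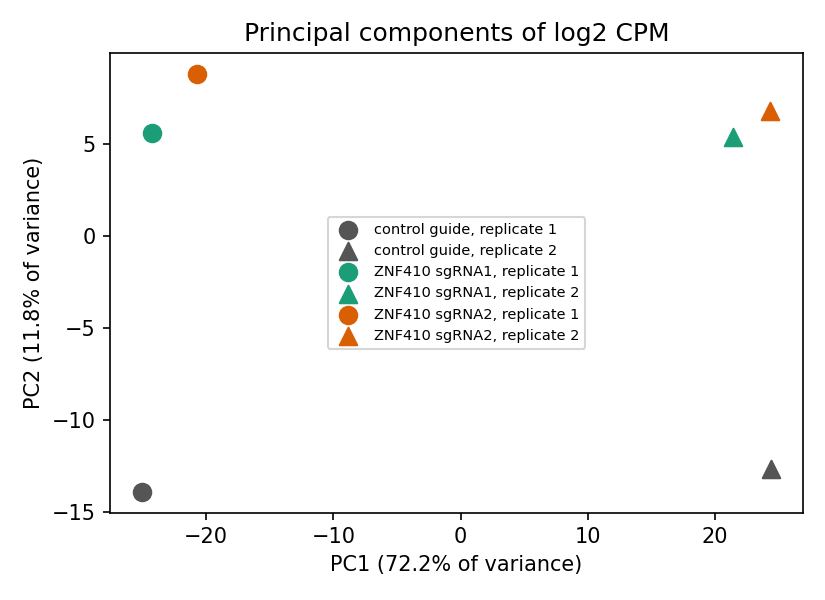
Principal components of log2 CPM over 9966 genes with a mean of at least 50 counts, with 1 point per library, colour for the guide and shape for the replicate number. PC1 (72.2% of the variance) separates replicate 1 from replicate 2, and PC2 (11.8%) separates the 2 control libraries, near -13.9 and -12.7, from the 4 knockout libraries between 5.37 and 8.80.

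The targeted gene was examined first. ZNF410 (chromosome 14) had 331 and 322 counts in the control libraries, 175 and 234 with sgRNA1 and 157 and 190 with sgRNA2. This was 36.1 ± 2.97 CPM (SD, n = 2) in the control, 21.9 ± 3.73 with sgRNA1 and 18.8 ± 2.60 with sgRNA2. All 4 knockout libraries lay below both controls. The deposited FPKM values were 15.45 and 14.99 in the controls and between 6.58 and 9.28 in the 4 knockout libraries. The log2 fold change of ZNF410 in knockout against wild type was -0.82 (SE 0.163), with an edgeR adjusted p of 1.00 without the block and, at -0.83 (SE 0.125), 0.00226 with the replicate block. By guide, the blocked log2 fold change of ZNF410 was -0.72 (SE 0.143, adjusted p 0.0249) for sgRNA1 and -0.94 (SE 0.145, adjusted p 0.00340) for sgRNA2. Among the alternatives the estimated counts moved the ZNF410 genotype value most, to -1.0005 with the block. The adjusted p of ZNF410 ranged from 0.000186 to 1.00 over 11 alternatives. Here and below, these 11 leave out the block combined with DESeq2 or with limma on FPKM.

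CHD4 (chromosome 12), which encodes a chromatin remodeller of the NuRD complex and is the best known target of ZNF410, had 589.5 and 666.3 CPM in the control libraries. It had 295.2 and 317.8 CPM with sgRNA1 and 283.8 and 325.8 CPM with sgRNA2. The log2 fold change of CHD4 was -1.03 (SE 0.125) for sgRNA1 and -1.04 (SE 0.125) for sgRNA2, and -1.04 (SE 0.0910) for knockout against wild type. Without the block the edgeR adjusted p of CHD4 was 0.127 for the genotype contrast, the smallest of all genes there. With the block the genotype value was -1.04 (SE 0.0467), with an adjusted p of 1.38e-08, and the adjusted p was 4.65e-07 for sgRNA1 and 4.11e-07 for sgRNA2. Over 11 alternatives the genotype adjusted p of CHD4 ranged from 4.07e-16 to 0.852. The difference between the guides in CHD4, -0.01 (SE 0.0583) with the block, was smaller than its error.

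**Figure D2:**
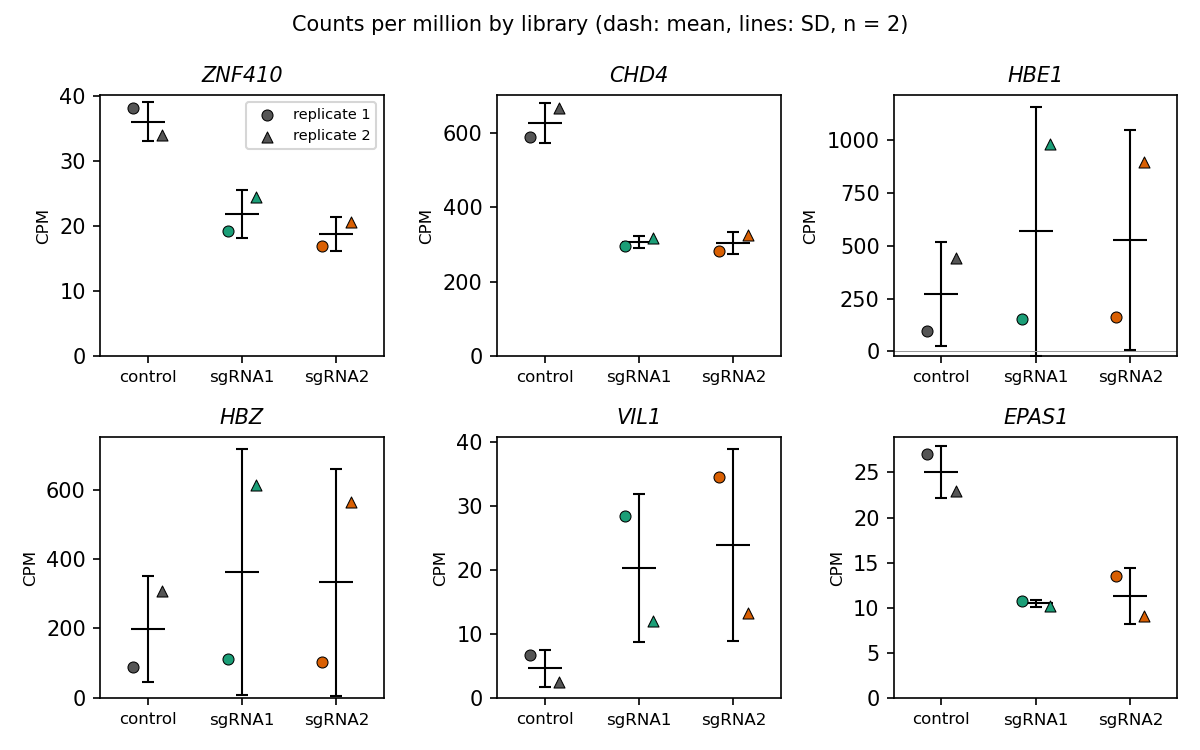
CPM of 6 genes in each library (circles for replicate 1, triangles for replicate 2) by guide, with the mean as a dash and the SD (n = 2) as a line. ZNF410, CHD4 and EPAS1 lie lower in all 4 knockout libraries than in both controls and VIL1 lies higher, while HBE1 and HBZ are higher in replicate 2 than in replicate 1 of each group and higher in each knockout library than in the control of the same number.

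The next comparison asked how many genes changed with each guide. Without the block, 0 of 12282 genes had an edgeR adjusted p under 0.05 for sgRNA1 (120 at an unadjusted p under 0.05), 0 for sgRNA2 (141 unadjusted), 0 for knockout against wild type (284 unadjusted) and 0 with both guides. With the replicate block, 109 genes were called for sgRNA1, 83 higher and 26 lower. For sgRNA2, 170 were called, 107 higher and 63 lower. Knockout against wild type gave 226, of which 146 were higher and 80 lower. The split differed in a fit with offsets for trends with GC content and transcript length. These offsets also re-centred each library, and the median of all genes by genotype moved from 0.00446 to -0.0183. The changed split can therefore not be credited to the trends alone. With these offsets, the genotype calls were 136 higher and 157 lower. Those for sgRNA2 were 100 higher and 108 lower, and those for sgRNA1 75 higher and 42 lower. Among the alternatives within the blocked fits, dropping the filter raised the guide counts most, to 289 for sgRNA1 and 421 for sgRNA2. Without sgRNA2 replicate 1 the blocked genotype count was 139, the lowest when a knockout library was left out. In 100 simulations of unchanged groups against the same controls, the blocked fit called 4.39 genes on average and at most 14 for sgRNA1, and 4.31 on average and at most 16 for sgRNA2.

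Both guides called 84 genes in the same direction with the block, 63 higher and 21 lower, and 0 genes in opposite directions. With the GC and length trends removed these were 60 higher and 35 lower. All 84 were also called by genotype. The simulations of unchanged groups gave 1.14 such genes on average and at most 6. Of the 25 genes called for sgRNA1 alone, 24 had the same sign with sgRNA2, and of the 86 called for sgRNA2 alone, 83 had the same sign with sgRNA1. In the simulations, where only the controls were shared, 85.0% of the 319 genes called for sgRNA1 alone and 80.7% of the 311 called for sgRNA2 alone had the same sign with the other guide. The difference between guides was itself called for 9 genes among these 25 and 86. Of the 84 genes, 74 were also called with both guides in the estimated counts with the block.

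Log2 fold changes of the 2 guides correlated across the 12282 genes at r = 0.70 (Spearman's rho 0.63) without the block, and 73.4% of the genes had the same sign. Genes are not independent replicates, and the shared controls alone gave r = 0.50 on average and at most 0.54 in 100 simulations, with 66.7% of the signs equal. With the block the correlation was r = 0.70. Within replicate numbers and without a shared library, sgRNA1 replicate 1 and sgRNA2 replicate 2, each against the control of its number, correlated at r = 0.17, and the reverse choice at r = 0.18. Over genes with a mean of at least 50 counts the same pairings gave r = 0.22 and 0.22. The unblocked correlation depended on single libraries and was 0.37 without sgRNA2 replicate 1 and 0.90 without control replicate 1.

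**Figure D3:**
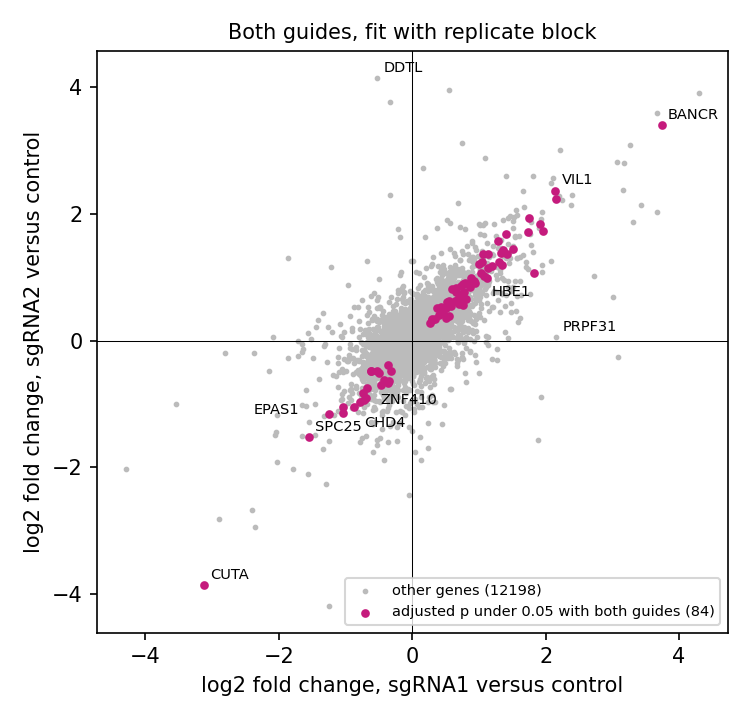
Log2 fold change of sgRNA2 against that of sgRNA1, each versus the control guide, in the fit with replicate block, with 1 point per gene for 12282 genes. The 84 coloured genes have an adjusted p under 0.05 and the same sign with both guides, 63 in the upper right and 21 in the lower left.

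Under the rule for named genes in the blocked fit, 30 higher and 12 lower genes had all 4 knockout libraries on the same side of both controls. Chance gives this placement to 13.3% of genes when the 6 libraries can be exchanged, which the replicate difference rules out here. In the simulated unchanged groups with that difference, 4.89% of all genes and 15 of the 114 genes called with both guides were so placed. The largest rises by knockout against wild type were BANCR (chromosome 9), VIL1 (2), CT55 (X), SEZ6L2 (16), CTSE (1) and PACSIN1 (6). VIL1 had 58 and 24 counts in the control libraries and between 115 and 319 in the knockout libraries, with a log2 fold change of 2.26 (SE 0.169, adjusted p 2.77e-06). The blocked log2 fold changes of CT55, SEZ6L2, CTSE and PACSIN1 were 1.88 (SE 0.302), 1.85 (SE 0.207), 1.84 (SE 0.241) and 1.55 (SE 0.189), with adjusted p between 0.000180 for SEZ6L2 and 0.00362 for CT55. Over 11 alternatives the adjusted p ranged from 2.77e-06 to 1.00 for VIL1, and each of these genes reached 1.00 in a fit without the block. BANCR rose by 3.58 (SE 0.555, adjusted p 0.00280) from 5 and 0 counts in the controls to between 10 and 50 in the knockout libraries. Its whole-number count was 4.09 times its estimated count, so its value is uncertain, and it was too low to be tested in the estimated counts. With the block and limma on FPKM it was not called (0.82, adjusted p 0.261). Its size depended on control replicate 1, without which the remaining control had 0 counts and the unblocked value went from 3.55 to 7.99, a fitted value that sets no bound. Without the block, the log2 fold change of SEZ6L2 was 1.86 with all libraries and 2.99 without control replicate 1.

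The largest falls were CUTA, SPC25, EPAS1, VARS, CHD4 and ZNF410. EPAS1 (chromosome 2) had 235 and 218 counts in the control libraries and between 84 and 125 in the knockout libraries. Its blocked log2 fold change was -1.20 (SE 0.134, adjusted p 0.000175), and -1.21 (SE 0.106) in the estimated counts, with adjusted p from 5.58e-05 to 1.00 over 11 alternatives. CUTA (chromosome 6), SPC25 (2) and VARS (6) had blocked log2 fold changes of -3.44 (SE 0.271), -1.54 (SE 0.226) and -1.09 (SE 0.178). In the estimated counts the values of CUTA, SPC25 and VARS were -0.08 (SE 0.0573), -0.11 (SE 0.0640) and 0.07 (SE 0.0505), each within 2 SE of 0, and none was called. The whole-number counts of CUTA, SPC25 and VARS were 0.0728, 0.146 and 0.0102 of their estimated counts, so their falls rest on a small part of their reads. Without the block, SPC25 stood at -0.89 without control replicate 2 and VARS at -0.57 without control replicate 1, against -1.59 and -1.13 with all libraries.

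Globin genes were examined because K562 cells express them and because ZNF410 is known as a regulator of fetal globin. HBE1 (chromosome 11) had 95.4 and 443.3 CPM in control replicates 1 and 2, 152.3 and 981.9 with sgRNA1, and 160.7 and 894.2 with sgRNA2. The difference between replicate numbers exceeded that between guides. Without the block the log2 fold change of HBE1 in knockout was 1.02 (SE 0.992, adjusted p 1.00), and with it 0.92 (SE 0.0758, adjusted p 6.42e-06). These adjusted p were the ends of its range over the 11 alternatives. The block combined with DESeq2 or with limma on FPKM, outside these 11, gave HBE1 adjusted p of 1.07e-28 and 0.0135. With the block HBZ (chromosome 16) rose by 0.64 (SE 0.110, adjusted p 0.00559), HBG1 by 0.59 (SE 0.0940, adjusted p 0.00362) and HBG2 by 0.32 (SE 0.0467, adjusted p 0.00207). HBB, at 1.04 and 7.60 CPM in the controls, rose by 1.40 (SE 0.257, adjusted p 0.00976). All of HBE1, HBZ, HBG1, HBG2 and HBB were higher in each of the 4 knockout libraries than in the control of the same number. HBA1 and HBA2 rose by 0.62 (SE 0.266, adjusted p 0.334) and 0.54 (SE 0.157, adjusted p 0.113) and were higher in 3 of 4 such comparisons. They were not called in the whole-number counts, but were in the estimated counts with the block, at 0.34 (adjusted p 0.0343) and 0.40 (adjusted p 0.0283). The other blocked fits did not call HBA1 and HBA2, with adjusted p of 1.00 and 0.857 under DESeq2 and 0.171 and 0.147 under limma on FPKM. The HBZ call was lost in the same 2 fits, with adjusted p of 0.177 and 0.164. In the estimated counts with the block the call was kept by genotype (0.0315) but not by guide. The adjusted p of HBZ there was 0.0756 for sgRNA1 and 0.0687 for sgRNA2. Without the block the globin values depended on which control was used. Leaving out control replicate 1 gave 0.30 for HBE1 and -0.12 for HBG2, and leaving out control replicate 2 gave 2.52 and 0.95. Leaving out a knockout library moved these values less, from 0.58 to 1.33 for HBE1 and from 0.11 to 0.49 for HBG2.

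HBG1 and HBG2, and HBA1 and HBA2, are near-identical pairs whose whole-number counts were 0.0474, 0.214, 0.00901 and 0.0529 of the estimated counts, so single-gene values are uncertain. The sum of HBG1 and HBG2 changed by 0.35 (SE 0.0485, adjusted p 0.00118) in whole-number counts and by 0.42 (SE 0.0423, adjusted p 0.000163) in estimated counts with the block. The sum of HBA1 and HBA2 changed by 0.55 (SE 0.157, adjusted p 0.105) and, in estimated counts, by 0.37 (SE 0.0770, adjusted p 0.0220).

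Gene lists were tested for each guide with camera. The median log2 fold change of 9 tested globin genes was 0.65 for sgRNA1 (adjusted p 0.0165 over 8 tests, 9 of 9 higher) and 0.64 for sgRNA2 (adjusted p 0.0397, 8 of 9 higher). With the block the adjusted p was 5.59e-05 and 0.000221. Neither call held under fry or an estimated correlation, with or without the block, where the adjusted p of the globin list lay between 0.108 and 0.659 for each guide. Without sgRNA1 replicate 2 the globin median for sgRNA1 was -0.01, and without sgRNA2 replicate 2 that for sgRNA2 was 0.11, where a replicate 1 library faced controls of both numbers. Against the control of the same number, the globin medians of replicates 1 and 2 were 0.33 and 0.89 with sgRNA1 and 0.37 and 0.79 with sgRNA2. The 8 tested interferon-stimulated genes had a median of 0.42 for sgRNA1 (adjusted p 0.0112, 6 of 8 higher) and 0.21 for sgRNA2 (adjusted p 0.274, 6 of 8 higher). Without sgRNA1 replicate 1 the sgRNA1 median was 0.14. Within numbers the interferon medians were 0.28 and 0.32 with sgRNA1 and 0.43 and 0.15 with sgRNA2. The sgRNA1 call was lost under fry, under an estimated correlation and among the 3 genes of the list with a mean of at least 50 counts, and the difference between the guides was not tested. The 14 NuRD subunits had medians of -0.00 and 0.01 and the 25 SWI/SNF subunits -0.03 and -0.02 for sgRNA1 and sgRNA2, with adjusted p of at least 0.296.

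Among the 57 tested genes of these lists with ZNF410, 2 were called for knockout against wild type when adjusted over the list alone without the block, CHD4 and ZNF410, and 0 when adjusted over all genes tested (3 at an unadjusted p under 0.05). With the block, 10 were called adjusted over the list alone and 7 over all genes tested. The 10 were ZNF410, CHD4, 7 globin genes and the SWI/SNF subunit gene DPF3. No NuRD subunit gene other than CHD4 was called.

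The guides were then compared with each other. Without the block 0 genes were called between sgRNA2 and sgRNA1 (33 at an unadjusted p under 0.05). With the block 11 were called, 7 higher and 4 lower with sgRNA2. Simulated groups with no difference gave 4.14 calls on average and at most 13 in the same fit, so 11 lies within their range but above their average. The largest differences without overlap were DDTL (4.67), TIMM22 (4.10) and DDT (3.41), higher with sgRNA2, and PRPF31 (-2.10), ITPK1 (-1.39) and TSTA3 (-1.26), lower with sgRNA2. Without sgRNA2 replicate 1 and without the block, the values were 1.69 for DDTL, 1.31 for TIMM22 and 0.93 for DDT. Of the 11 genes, 10 had whole-number counts under 0.1 of their estimated counts. None of the 11 was called in the estimated counts, where the median absolute difference over them was 0.0580 and 7 other genes were called.

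**Figure D4:**
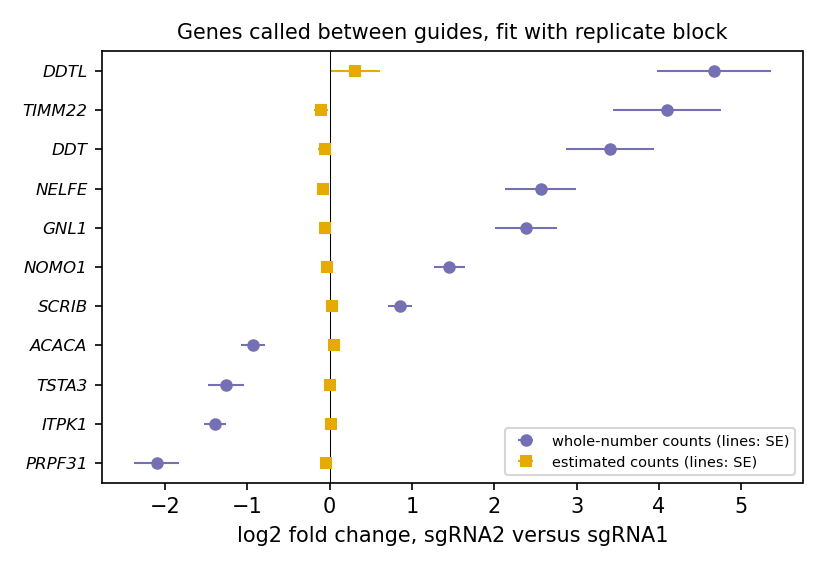
Log2 fold change of sgRNA2 against sgRNA1 with its SE for the 11 genes called between the guides with the block, in the whole-number counts (circles) and in the estimated counts (squares). The circles lie between -2.10 for PRPF31 and 4.67 for DDTL and the squares between -0.11 for TIMM22 and 0.31 for DDTL.

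Chromosome-wide changes were examined because edited lines can differ in copy number. The median log2 fold change per chromosome lay between -0.02 (chromosome 21) and 0.04 (chromosome 22) for sgRNA1, and between -0.02 (chromosome 4) and 0.04 (chromosome 22) for sgRNA2. For each guide, 6 of 23 chromosomes lay outside the middle 95% of 10000 random gene sets of matched expression. With all libraries included, all of these shifts were small. Genes telomeric of ZNF410 on chromosome 14 (141 genes) differed in median from centromeric genes (255) by -0.05 for sgRNA1, at percentile 0.24 of 10000 random splits, and by -0.01 for sgRNA2, at percentile 39.4. Without sgRNA1 replicate 2 the sgRNA1 shift was -0.04, at percentile 11.8. Against the control of the same number, the shift in replicates 1 and 2 was -0.03 and -0.03 with sgRNA1, and 0.03 and -0.04 with sgRNA2.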

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

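In this part every test of an explanation was chosen after the result was seen.

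Between the guides, 11 genes were called with the replicate block, of which DDTL (log2 fold change 4.67), TIMM22 (4.10) and DDT (3.41) were higher with sgRNA2, and PRPF31 (-2.10), ITPK1 (-1.39) and TSTA3 (-1.26) were lower. Regulation that differs between the guides is argued against by the estimated counts, where the median absolute difference of the 11 genes was 0.0580 and 0 of them were called. This holds for these 11 genes alone. The estimated counts with the block called 7 other genes, 2 higher and 5 lower with sgRNA2, and 0 of these 7 were tested in the whole-number counts. Among them, RNA28SN1, RNA28SN3 and RNA45SN4, singled out after their values were seen, belong to near-identical ribosomal RNA copies and are uncertain. NUDT4B, called higher with sgRNA2, had an estimated count of 113.45 in sgRNA2 replicate 1. It had 0 in sgRNA2 replicate 2 and in both sgRNA1 libraries, so its call rests on a single library. Guide-specific regulation stays open for the 7. Of the 11, 10 had a ratio of whole-number to estimated counts under 0.1, against 1.71% of all tested genes. A candidate explanation is that most reads of these genes were left out of the whole-number counts, as reads that match several places or overlap 2 genes are, so that a small and unstable remainder was counted. Why that remainder differed between the guides stays open. The count of 11 lies within the 0 to 13 calls of simulated groups with no difference, but above their mean of 4.14. That range therefore does not decide whether the calls are false. DDTL had a ratio of 0.872 over all 6 libraries, but of 0.110 over the 5 other than sgRNA2 replicate 1, which together held 32 of its 280 counts. Its estimated counts gave 0.31 (SE 0.302). What raised its whole-number count in that library stays open.

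The same genes held 3 of the 4 single-library outliers found among 35 sets of 4 knockout values. The cut-off flags about 1 in 20 sets of exchangeable values, which the replicate difference rules out here. These 3 genes were also chosen for a difference between the guides in the same values, so that rate does not apply to them. In sgRNA2 replicate 1, DDTL stood at 26.8 CPM against 0.419 to 1.41 in the other knockout libraries, TIMM22 at 16.8 against 0.210 to 1.09, and DDT at 26.7 against 0.734 to 2.06. The deposited FPKM in that library was 1.23 for DDTL, 27.44 for TIMM22 and 137.6 for DDT, each the lowest of the 4 knockout libraries, so the jump is in the whole-number table alone. The size of these 3 differences rests on that library. Without it and without the block the log2 fold change between guides was 1.69 for DDTL, 1.31 for TIMM22 and 0.93 for DDT. The fourth outlier was VARS, at 8.48 CPM in sgRNA2 replicate 2 against 9.62 to 9.68, a gap smaller than 2 CPM in a gene of which 0.0102 of the estimated reads were counted.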

How the results depend on the processing

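The settings that combine the replicate block with another choice, the estimated counts and the within-number pairings were chosen after the data were seen. The other settings were planned.

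Without the block, edgeR called 0 genes in each comparison that a setting gives (120, 141, 284 and 33 at an unadjusted p under 0.05 with the planned settings for sgRNA1, sgRNA2, genotype and between guides) under DESeq2 size factors, upper-quartile scaling, a mean of at least 50 counts, the fold-change minimum, fits of only the 4 libraries compared, the average of the 2 guide contrasts and the estimated counts, and in the 4 fits that each left out a knockout library (from 0 to 0 genes). The average of the guide contrasts and the fits without a knockout library gave calls by genotype alone, and the fits of 4 libraries gave none by genotype. Without a filter, CHD4 alone was called by genotype (1 gene). The DESeq2 Wald test called 6 genes for sgRNA1, 4 for sgRNA2, 3 with both guides (CA1, CHD4 and CUTA) and 19 by genotype, all of them among the blocked calls. limma on FPKM called 1 gene for sgRNA1, sgRNA2, both guides and genotype (SNORA64) at either pseudocount. Without its filter it called 2 for sgRNA1 (SNORA64 and GSTT1-AS1), 1 for sgRNA2, 1 with both guides, 1 by genotype and 1 between guides (GSTT1-AS1). These genes were chosen after their values were seen. The cause of these differences between methods was not tested.

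The replicate block changed most calls. It gave 109 genes for sgRNA1, 170 for sgRNA2, 84 with both guides, 226 by genotype and 11 between guides. Its construction explains this, since the difference between replicate numbers left the error and the common dispersion fell from 0.0585 to 0.00381. With the block and no filter the counts were 289, 421, 202 and, between guides, 53. With the block and DESeq2 they were 53, 73, 41 and 4, and with limma on FPKM 44, 94, 40 and 2, in the same order. The estimated counts with the block gave 178, 289, 142, 7 and, by genotype, 387. They shared 87, 141, 74, 0 and 194 genes with the blocked whole-number calls. A fold-change minimum with the block left 39, 57, 29 and, by genotype, 57. Only the 4 libraries compared, with the block, gave 200 for sgRNA1 and 93 between guides, a fit with fewer libraries. A mean of at least 50 counts with the block left 3 between guides. Of the 11 genes 5 were then no longer tested, and 3 of the other 6 lost the call although still tested. GC and length offsets with the block moved the share of higher genes from 64.6% to 46.4% by genotype, from 62.9% to 48.1% for sgRNA2, from 76.1% to 64.1% for sgRNA1 and from 75% to 63.2% with both guides, while the median of all genes by genotype moved from 0.00446 to -0.0183. The causes of these differences were not tested. Size factors and upper-quartile scaling with the block stayed close, with 82 and 99 genes with both guides, of which 82 and 84 were shared. Leaving out a knockout library with the block gave from 139 to 198 genes by genotype, the lowest without sgRNA2 replicate 1, of which 127 were shared with the 226.

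ZNF410 and CHD4 kept their direction in every setting run. ZNF410 was called by genotype under DESeq2 (-0.83, adjusted p 0.0402), and under the block for genotype, sgRNA1 and sgRNA2 (-0.83, -0.72 and -0.94), also in the estimated counts (-1.0005, -0.90 and -1.10). The adjusted p of its genotype value ranged from 0.000186 to 1.00 over 11 alternatives. CHD4 was called under DESeq2 (-1.04, -1.04 and -1.05 for genotype, sgRNA1 and sgRNA2), under the block (-1.04, -1.03 and -1.04) and in the estimated counts with it (-1.06, -1.07 and -1.06). Its genotype adjusted p ranged from 4.07e-16 to 0.852. Leaving out 1 library moved ZNF410 from -0.93 to -0.75 by genotype, from -0.90 to -0.56 for sgRNA1 and from -1.09 to -0.81 for sgRNA2. CHD4 moved from -1.13 to -0.95, from -1.13 to -0.94 and from -1.15 to -0.95. An arm left with 1 library gave values only.

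The correlation between guides of 0.70 was 0.75 over genes with a mean of at least 50 counts, with and without the block. With control replicate 1 for sgRNA1 and control replicate 2 for sgRNA2 it was -0.16, and -0.24 for the crossed choice, as the replicate difference then enters with opposite signs. Within-number pairings without a shared library gave 0.17 and 0.18, and 0.22 and 0.22 over genes with a mean of at least 50 counts. Leaving out each library gave from 0.37 (without sgRNA2 replicate 1) to 0.90 (without control replicate 1).

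The globin call was lost under fry and an estimated correlation, with and without the block, with medians of 0.65 for sgRNA1 and 0.64 for sgRNA2 as before, since only the test differed. The interferon call for sgRNA1 was lost in the same 4 settings (median 0.42) and with a mean of at least 50 counts (0.0927, 3 genes left). Leaving out each library moved the globin median from -0.00567 (without sgRNA1 replicate 2) to 1.28 for sgRNA1 and from 0.11 to 1.19 for sgRNA2, as unequal replicate numbers then face each other. Within numbers the globin medians were 0.33 and 0.89 for sgRNA1 and 0.37 and 0.79 for sgRNA2. The interferon median moved from 0.14 to 0.61 and from 0.11 to 0.58, the NuRD median from -0.0623 to 0.0463 and from -0.0583 to 0.0260, and the SWI/SNF median from -0.0671 to 0.00456 and from -0.0450 to 0.0583.

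The chromosome 14 shift of sgRNA1 was -0.0319 with a mean of at least 50 counts and -0.0718 with the block and GC and length offsets, and from -0.0534 to -0.0386 with each library left out. For sgRNA2 that range was -0.0217 to 0.0124. Chromosomes outside the random range numbered from 3 to 8 for sgRNA1 and from 3 to 6 for sgRNA2 with each library left out. The lowest and highest chromosome medians then reached -0.0786 (chromosome 21) and 0.108 (chromosome 22) for sgRNA1. For sgRNA2 they reached -0.0614 and 0.0958, both on chromosome 21. Calls among the fixed list genes adjusted over the list alone were 1 (CHD4) under the average of guide contrasts and 10 with the block under either contrast, and 7 when adjusted over all genes tested.

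Signs opposite to the whole-number ones were seen for VARS, TIMM22, DDT, ITPK1 and TSTA3 with the block. In the estimated counts none of these was called, and their SE lay between 0.0505 for VARS and 0.0824 for TIMM22. The changes were thus lost there, and a reversal is not shown. VARS by genotype was 0.0728 in the estimated counts and 0.0782 in FPKM, against -1.09. Between guides TIMM22 was -0.106 and -0.0863, DDT -0.0580 and -0.0628, ITPK1 0.0204 and 0.0529, and TSTA3 0.00240 and 0.0170, in the same order. The cause was tested only as far as the low whole-number ratios of these genes. Of the other named-gene values, 42 passed the threshold under an alternative and 15 fell back from it. A further 15 comparisons with unblocked values changed sign without a call in either fit. They were 5 each under limma on FPKM at either pseudocount and in the estimated counts with the block. In the estimated counts they belonged to the 5 genes named above. Leaving out a library moved 14 more values, across 0 or beyond the replicate spread. The 15 that fell back did so within the blocked fits and belonged to HBZ, BANCR, CUTA, SPC25, DDTL, TIMM22, DDT, PRPF31 and TSTA3. HBZ lost its call under DESeq2 (0.59) and limma on FPKM (0.56). The 14 belonged to the unblocked values of HBG1, HBG2, HBB, BANCR, CT55, CTSE, CUTA, SPC25, VARS, DDTL, TIMM22, DDT and TSTA3. The block changed no call of the NuRD and SWI/SNF list tests. With 2 libraries per group and an unmodelled replicate difference, the unblocked fit could not call a 1.5-fold change in simulated counts in any comparison, which limits what its 0 counts say.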

Other observations

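In this part the tests of library size, of shared noise through the controls, of counted strands, of quality losses, of left-out reads, of HBG1 and HBG2 sums and of GC content across chromosomes were chosen after the results were seen. The other tests were set out before their own values were seen, but after values of single genes and chromosomes had been looked at.

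CUTA, SPC25 and VARS fell with both guides in the whole-number counts, by up to -3.44 for CUTA. In the estimated counts with the block the largest absolute change among them was 0.108. The candidate explanation that most reads of these genes were left out of the whole-number counts, as reads that match several places or overlap 2 genes are, predicts this loss, and their ratios of 0.0728, 0.146 and 0.0102 go with it. These falls are therefore better not read as effects of ZNF410 loss. Why the counted remainder was lower in all 4 knockout libraries than in both controls was not tested and stays open. Over the 84 genes called with both guides, 4 had a ratio under 0.1, and 1 of these 4 was called in the estimated counts, against 73 of the others.

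Whole-number counts were 50.4% to 51.6% of the estimated counts in the 6 libraries. Reads lost to low alignment quality or to no alignment do not account for this, since these rows held at most 9.45% of a library. A candidate explanation is that a single strand was counted in libraries without strand information. It predicts that antisense genes collect reads of their partners. Among 225 antisense genes named after a partner with at least 1000 estimated counts, 55.1% had more whole-number than estimated counts, against 8.44% of tested genes. If so, genes antisense to an expressed partner are doubtful in the whole-number counts. The library protocol's strand setting, which would settle this, was not stated.

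The split by replicate number was the largest pattern in the data. GC content and transcript length bias is argued against as the whole cause, because 88.4% of the 5529 genes called between the numbers stayed called after these trends were removed, while 640 calls were lost and 933 gained. Library size is argued against too, since the smallest replicate 2 library, at 9055156 counts, lay below the largest replicate 1 library, at 9279447. A list of 20 erythroid genes without globins had a median log2 fold change of 0.45 in replicate 2 against replicate 1, at percentile 100 of 10000 random lists, with 14 genes called higher and 0 lower. This suggests, as a hypothesis, a more erythroid state of the replicate 2 cultures. HBE1 and HBZ were higher in replicate 2 by 2.47 (SE 0.0714) and 2.24 (SE 0.0996), but the median of the 9 globin genes was 1.08 and not all rose alike. HBG1 was higher by 0.76, while HBA1 at 0.29 (edgeR adjusted p 0.347) and HBQ1 at -0.24 (adjusted p 0.162) were not called. A batch of culture, extraction or sequencing stays open, since no label gives one.

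The rise of globin genes with both guides may have the same kind of background. More of the whole shift seen between replicate numbers is argued against. Knockout log2 fold changes had a slope of 0.0186 on replicate log2 fold changes across 9966 genes. That predicts a median globin rise of 0.0201 against the 0.62 observed. A slope over all genes cannot exclude a shared erythroid part of the shift. Of the 20 listed erythroid genes, 17 were higher in replicate 2. The erythroid list had a median of 0.19 in knockout against wild type with the block, at percentile 100 of 10000 random lists, with 17 of 20 genes higher, though only 3 were called higher and 0 lower. The list was written after the globin rise had been seen, so it is no independent evidence. Here and between replicate numbers, random lists allow for no correlation between erythroid genes. The percentile does not measure spread between cultures. Within these limits, a more erythroid state of the knockout cultures goes with the globin rise. The data do not separate an effect of ZNF410 loss from a difference between lines. A single control guide was used, and the labels do not say whether the lines were clones or pools. Reads moved between HBG1 and HBG2 would raise one and lower the other. Both rose in the estimated counts with the block, by 0.41 and 0.43, which argues against such a move as the whole cause. Their sum, at 0.42, follows from these values and is no separate test.

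Lower ZNF410 RNA with both guides was weighed against loss of chromosome 14 beyond the cut. The lowest shift of telomeric against centromeric genes over the guides was -0.0534 (without the block), far less than the -0.72 of ZNF410 with sgRNA1, which argues against such loss as the whole cause. Against the control of the same number the shift was -0.0350 and -0.0317 in replicates 1 and 2 of sgRNA1, and 0.0274 and -0.0410 in those of sgRNA2, so the lowest value was in a library of sgRNA2. A loss in a small share of the cells stays open. Decay of edited transcripts was not tested.

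For the 84 genes called with both guides, GC content and transcript length bias is argued against, since 92.9% stayed called after the trends were removed. Noise shared through the control libraries stays open for single genes among the 84, because they were chosen in the same libraries and the pairings that share no library, at r = 0.174 and 0.177 over 12282 genes, mostly describe other genes. For the largest changes it is argued against as the whole cause. The 84 largest changes of each guide, among genes with a mean of at least 50 counts, were taken within replicate numbers from libraries that the guides did not share. The guides had 30 genes in common in one pairing and 28 in the other, and 26 and 24 of these had the same sign, where independent noise gives either sign alike. Of the genes in common, 19 and 17 were among the 84 called. These pairings cannot exclude a lasting difference of the control line, since all controls carried a single guide. With GC content and length trends removed, 0 of the 7 chromosome medians that had lain above the random sets in the blocked fits stayed above, but 5 and 4 chromosomes were outside for sgRNA1 and sgRNA2, against 7 and 6 before. GC content and transcript length bias and small copy-number differences cannot be told apart for these chromosome medians, because the trends were estimated from the same genes and other chromosomes moved outside.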
